A study of Homo sapiens with 9 samples. Its data were reported in "Identification of the kinase STK25 as an upstream activator of LATS signaling" (2019).

How the data were processed

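Gene expression was measured by microarray in hTERT-RPE-1 cells, an established line of human retinal pigment epithelial cells immortalized with telomerase. Cells received a control siRNA (siC), an siRNA against the kinase STK25 (siSTK25) or a synthetic precursor of the microRNA miR-24-3p (miR24), with 3 arrays per group and 9 arrays in all. Per the labels, each agent was delivered with a lipid reagent at 50 nM and total RNA was extracted after 48 h of treatment. The study's methods give a later time of extraction and name another array type than the labels' kit implies, and which description holds for these arrays is not known here. The labels do not say whether the 3 samples of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical.

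The values are deposited log2 expression values. The authors made them with the robust multi-array average (RMA), which corrects background, normalizes the arrays to a common distribution and summarises the probes of a row, and the submitters' processing notes name affy 1.36.1 and R 2.15.1. The chip definition behind the rows is not given in the sources used here. The table held 23786 rows with no missing value, each named by an Entrez Gene number. Of these, 22458 carried 1 gene symbol in the platform annotation, 0 carried several and 1328 carried none. The gene numbers of the 22458 named rows were all found in the RefSeq table for assembly GRCh38.p14, which supplied current symbols, and rows without a symbol stayed in all tests and were not named. Array medians lay between 4.06 and 4.14 and values between 0.32 and 12.35. RMA draws dim signals together, so fold changes of genes near the low end are understated. The number of arrays limits the precision, and the median standard error of a log2 fold change between 2 groups was 0.12.

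All 9 arrays entered 1 linear model with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided, 6 residual degrees of freedom, no covariates), and 3 contrasts were taken: siSTK25 minus siC, miR24 minus siC and miR24 minus siSTK25. P-values were adjusted by the Benjamini-Hochberg method over all 23786 rows, and a row was called at an adjusted p under 0.05. Fold changes are on the scale of the deposited log2 values, and errors beside them are standard errors unless another error is named.

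Gene lists were tested by preranked enrichment with the weighted statistic (fgsea 1.28.0, 100000 gene permutations, 2-sided), with genes ranked by the moderated statistic of limma. The normalized enrichment score (NES) is above 0 where the members lie towards higher values in the group named first. P-values of the 21 lists and 3 comparisons, 63 tests, were adjusted together, and 0.000111 is the smallest adjusted p that occurred among these 63. It is a floor set by the number of permutations, so lists that share it cannot be ranked by it. Permuting genes ignores that genes of a list vary together, so each list was also tested with limma's camera with a preset correlation of 0.01 and with a correlation estimated from these arrays, and with fry, which asks whether the members of a list move, on balance, one way and compares them with no other gene. The lists were YAP/TAZ core targets, a broad YAP/TAZ list, Hippo pathway components, STRIPAK and STK25 partners, Golgi structure, G1/S and DNA replication, G2/M and mitosis, p53 targets, miR-24 reported targets, interferon response, NF-kB and inflammatory genes, extracellular matrix and TGF-beta response, actin cytoskeleton and SRF targets, unfolded protein and integrated stress response, cholesterol synthesis, DNA repair by homologous recombination, hypoxia and glycolysis, autophagy and lysosome, ribosomal proteins, markers of retinal pigment epithelium, and markers of blood and endothelial cells. They were written from general knowledge, so they may differ from published signatures, and some share genes: 15 genes stand in both YAP/TAZ lists, and 6 genes of G1/S and DNA replication and 4 of G2/M and mitosis are also miR-24 reported targets. Beside each list stand its measured members past limma's threshold over all genes and adjusted over the list alone. The score of a list on an array is the mean deviation of its members from their 9-array means.

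The groups, the tests, the lists and the rule for naming genes were fixed before the data were examined. STK25 was named first. For each treatment against siC, the up to 10 highest and up to 10 lowest fold changes were named among rows with 1 symbol, an adjusted p under 0.05 and all 3 arrays of 1 group above all 3 of the other, and for miR24 against siSTK25 up to 5 in each direction. Of each list, the up to 4 members with the smallest p were eligible, with CCN1, CCN2 and ANKRD1 added for the YAP/TAZ core targets. Of genes called in the same direction in both treatments, up to 5 per direction were named. Genes named outside this rule are said to be chosen after their values were seen.

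The fit and the list test were tested on simulated data built from the arrays' own means and spread, for siSTK25 against siC over 23786 rows with 200 changed rows. At a planted log2 change of 0.5, 27 of 67 changed rows were recovered (40.3%). At a change of 1, 64 of 67 were recovered (95.5%), and at a change of 2, 66 of 66. There were 9 false calls. A list with planted changes had an adjusted p of 6.05e-05 and an unchanged list 0.788. The simulated rows varied independently of each other and no simulated array was set apart, so these figures may not hold for the real arrays.

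Because both treatments share the siC arrays, the correlation of their fold changes was set beside 100 simulated pairs of unchanged groups with shared controls. The controls were simulated as well, with the spread pooled over all groups. The alternatives were a fit on only the 6 arrays compared, the replicate number as a block, leaving out the 25% of rows with the lowest means, centring each array on its median, quantile normalization of the deposited values, a trended robust variance prior, array weights, an unpaired t-test (equal variances), which the study's methods do not name for the arrays, with Benjamini-Hochberg adjustment, and leaving out each of the 9 arrays. The lists were also ranked by log2 fold change, and the YAP/TAZ core list was reduced to the 7 genes found in no other list. The 15 genes left out by this all stand in the broad YAP/TAZ list. A fit without siC 3 and siSTK25 3 together, and a test of the 7 genes with an estimated correlation, were added after seeing the data. A test of miR-24 seed matches in 3' untranslated regions had been planned and was not run, since transcript sequences were not used here.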

Results

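Transcript levels were measured on 9 microarrays of hTERT-RPE-1 cells, 3 of cells given the control siRNA (siC), 3 of cells given siSTK25 and 3 of cells given the miR-24-3p precursor (miR24). The arrays addressed which genes respond to loss of STK25, a Sterile20-family kinase that the study places upstream of the Hippo kinases LATS1 and LATS2, and to the microRNA. YAP and TAZ, the transcriptional coactivators that the Hippo pathway restrains, are named in the title of the series. Arrays of the same group correlated across rows with r between 0.993 and 0.996, and no 2 arrays of a group held the same values (smallest SD of a difference 0.227). The first principal component, with 62.8% of the variance, parted the miR24 arrays (46.4, 49.9 and 52.3) from the other arrays (-30.5 to -17.3). On the second component (9.95%), siC 3 lay apart from siC 1 and siC 2 (0.03 against 19.4 and 17.0), and siSTK25 3 lay apart from siSTK25 1 and siSTK25 2 (-32.1 against -4.42 and -5.99).

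STK25 was lower in all 3 siSTK25 arrays than in any siC array. Its log2 signal was 8.85, 8.68 and 8.26 on the siC arrays (8.60 ± 0.30, SD, n = 3) and 7.36, 7.27 and 6.98 on the siSTK25 arrays (7.20 ± 0.20), a log2 change of -1.40 ± 0.15 (SE) to 38.0% of the siC level (limma adjusted p = 0.0305). With miR24 the signal was 7.81, 7.95 and 7.90 (7.88 ± 0.07), a log2 change of -0.71 ± 0.15 to 60.9% of the siC level (limma adjusted p = 0.00594), and it stood 0.68 above the siSTK25 arrays (limma adjusted p = 0.00862). The call for the knockdown was lost without siC 1 (adjusted p = 0.129), siC 2 (0.120), siSTK25 1 (0.0569), siSTK25 2 (0.0945), siSTK25 3 (0.0898), miR24 2 (0.0555) or miR24 3 (0.0571), while the log2 change stayed between -1.56 and -1.27. Over all alternatives its adjusted p ranged from 0.00794 to 0.344.

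**Figure D1:**
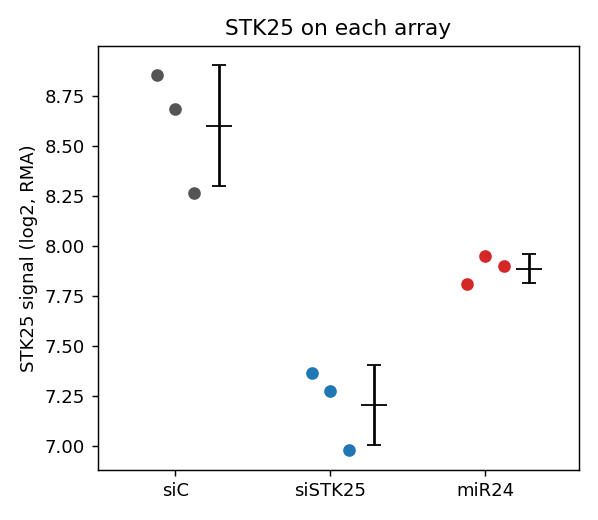
STK25 log2 signal (RMA) on each of the 9 arrays, by group, with the mean and SD of the 3 arrays of a group beside the points. The siSTK25 arrays, between 6.98 and 7.36, lay below the miR24 arrays, between 7.81 and 7.95, and below the siC arrays, between 8.26 and 8.85.

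With siSTK25, few single genes changed. Among the called rows, DCN, which encodes the proteoglycan decorin, fell most, by 1.87 on the log2 scale (3.65-fold, SE 0.16, adjusted p = 0.00748), followed by APCDD1L (-1.64 ± 0.13), STK25 itself, BGN, which encodes biglycan (-1.38 ± 0.19), and PODNL1 (-1.36 ± 0.12). CMKLR1, a chemokine-like receptor (-1.30), HSPB7, a small heat shock protein (-1.26), the integrin subunit ITGA10 (-1.19), the sulfotransferase SULT1B1 (-1.07) and MFAP2, a microfibril protein (-0.99), fell as well. The 6 genes that rose did so by less than 2-fold: the integrin subunit ITGB4 (0.99 ± 0.13), the p53 target CYFIP2 (0.94 ± 0.11), ZNF185 (0.74 ± 0.09), PODXL2 (0.68 ± 0.08), ADAMTSL3 (0.64 ± 0.08) and the transcription factor MYBL1 (0.61 ± 0.08). In all, 23 of 23786 rows were called by limma, 6 higher and 17 lower, and 9 of the lower rows changed over 2-fold. The remaining 7 lower genes, chosen after their values were seen, were TET1 (-0.93), MIAT (-0.90), THBS3 (-0.88), ITGA1 (-0.83), HIC1 (-0.78), CACNG7 (-0.68) and CORO2B (-0.54). At an unadjusted p under 0.05 there were 2802 rows, and in 3868 rows (16.3%) the 3 arrays of 1 group all lay above those of the other, where chance gives 10%.

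The count of 23 depended on single arrays. By limma, 0 rows passed without siC 1 (2017 at an unadjusted p under 0.05), 0 without siSTK25 2 (2738) and 0 without siSTK25 3 (2073). It was 4 without siC 2, 65 without siC 3 (38 higher and 27 lower, against 6 and 17 with all arrays), 3 without siSTK25 1, 10 without miR24 1, 3 without miR24 2 and 8 without miR24 3. DCN, APCDD1L and PODNL1 lost their calls only without siC 1, siSTK25 2 or siSTK25 3 among these 9 fits, with adjusted p up to 0.0739, 0.0695 and 0.0695. The other genes lost their calls in more fits. ITGB4 and CORO2B lost their calls in all 9 fits (adjusted p up to 0.153 and 0.209). CYFIP2, ZNF185, PODXL2, ADAMTSL3, MYBL1, BGN, HIC1, ITGA1, MIAT and TET1 lost them in all but the fit without siC 3, and CACNG7 in all but the fit without miR24 1 (up to 0.209). HSPB7, SULT1B1, MFAP2 and THBS3 kept them without siC 3, miR24 1 or miR24 3, CMKLR1 without siC 3 or miR24 3, and ITGA10 without siC 2, siC 3 or miR24 1 (otherwise up to 0.183). Without siC 3 and siSTK25 3 together, a fit chosen after seeing the data, 33 rows were called, 7 of them among the 23.

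**Figure D2:**
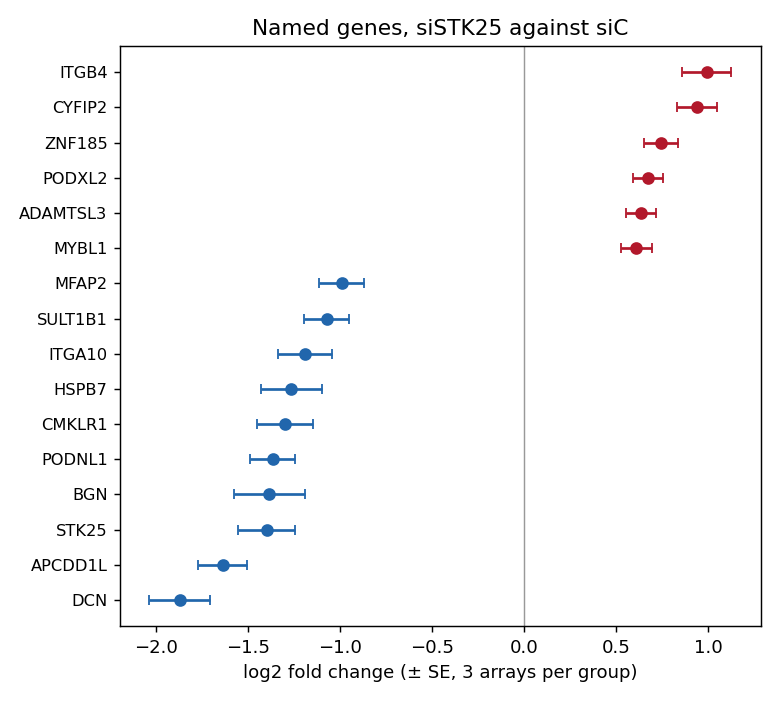
Log2 fold change of siSTK25 against siC for the 16 genes named by the rule, with standard errors from 3 arrays per group. The 6 genes that rose lay between 0.61 and 0.99, and the 10 that fell lay between -1.87 and -0.99.

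Genes of the actin cytoskeleton and SRF list, which hold actomyosin and focal adhesion proteins, lay lower as a group with siSTK25 (NES -2.74, adjusted p = 0.000111; adjusted p = 0.424 with an estimated correlation). By limma 0 of its 37 measured members passed over all genes and 16 were lower adjusted over the list alone, with 17 at an unadjusted p under 0.05. Smooth muscle actin ACTG2 stood at -2.45 ± 0.56, TAGLN at -0.82 ± 0.21, the fibronectin receptor subunit ITGA5 at -0.47 ± 0.11 and FHL3 at -0.43 ± 0.10, none of them called. The extracellular matrix and TGF-beta response list was also lower (NES -2.66, adjusted p = 0.000111; adjusted p = 0.309 with an estimated correlation). Of its 42 measured members, 2 fell, DCN and BGN, and 40 had no call, and 11 were lower adjusted over the list alone. TNC, the matrix protein tenascin C, stood at -0.69 ± 0.14 and lumican (LUM) at -0.56 ± 0.11 without a call. siSTK25 3 had the lowest siSTK25 score for both lists, -0.17 against 0.18 and 0.19 for actin and -0.20 against 0.10 and 0.14 for matrix. siC 3 had the lowest siC score for both, 0.24 against 0.54 and 0.48 for actin and 0.29 against 0.41 and 0.41 for matrix. NF-kB and inflammatory genes were lower as a group (NES -2.0, adjusted p = 0.00113; adjusted p = 0.309 with an estimated correlation), with 0 of 34 members called by limma, 7 at an unadjusted p under 0.05 and 2 lower adjusted over the list alone. The cytokines IL6, IL11 and LIF stood at -1.0 ± 0.27, -0.42 ± 0.07 and -0.38 ± 0.09.

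Cell cycle lists lay higher with siSTK25. For G2/M and mitosis the NES was 3.08 (adjusted p = 0.000111; adjusted p = 0.428 with an estimated correlation), and 54 of 55 measured members had a positive fold change with a median of 0.37. By limma 0 members passed over all genes, 0 adjusted over the list alone and 31 at an unadjusted p under 0.05. The centromere cohesion protector SGO2 stood at 0.73 ± 0.18, the kinesin KIF14 at 0.62 ± 0.19 and the checkpoint genes BUB1 and BUB3 at 0.50 ± 0.14 and 0.30 ± 0.08. For G1/S and DNA replication the NES was 2.57 (adjusted p = 0.000111; adjusted p = 0.465 with an estimated correlation), with 43 of 45 members positive, 0 called by limma over all genes or adjusted over the list alone and 12 at an unadjusted p under 0.05. Of these, GINS1 stood at 0.46 ± 0.14, PCNA at 0.40 ± 0.13 and RFC4 at 0.38 ± 0.09. siC 3 lay with the siSTK25 arrays for both lists. Its G2/M score was 0.14, against -0.46 and -0.47 on the other siC arrays and 0.04, 0.05 and 0.28 on the siSTK25 arrays, and its G1/S score was 0.19, against -0.22 and -0.18 on the other siC arrays. Homologous recombination genes were higher as a group (NES 1.87, adjusted p = 0.00519; adjusted p = 0.739 with an estimated correlation), with 0 of 26 members called by limma over all genes or adjusted over the list alone and 2 higher and 1 lower at an unadjusted p under 0.05, RAD51AP1 at 0.41 ± 0.16, the helicase BLM at 0.48 ± 0.21 and BRIP1 at -0.35 ± 0.15. The call of the list was lost without siC 1 (NES 1.09, adjusted p = 0.510) or siC 2 (1.38, adjusted p = 0.197), and the score of siC 3 (0.14) was above all 3 siSTK25 scores (0.03, 0.01 and 0.07).

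p53 targets lay higher with siSTK25 (NES 2.40, adjusted p = 0.000111; adjusted p = 0.309 with an estimated correlation). Of 32 measured members, 1 rose, CYFIP2, and 8 were higher adjusted over the list alone. FBXO22 stood at 0.45 ± 0.09, the cyclin CCNG1 at 0.43 ± 0.08 and the DNA repair gene XPC at 0.42 ± 0.08, and the scores of all 3 siSTK25 arrays (-0.19, -0.18 and 0.01) lay above those of all 3 siC arrays (-0.36, -0.36 and -0.30). Ribosomal proteins were higher (NES 2.29, adjusted p = 0.000111; adjusted p = 0.309 with an estimated correlation), with 27 of 29 members positive, 0 called by limma over all genes or adjusted over the list alone and 5 at an unadjusted p under 0.05, led by RPL23 (0.32 ± 0.08). The hypoxia and glycolysis list was higher (NES 1.89, adjusted p = 0.00295; adjusted p = 0.309 with an estimated correlation), with 0 of 32 members called by limma, 5 at an unadjusted p under 0.05 and 1 adjusted over the list alone. The vasodilator peptide gene ADM stood at 0.65 ± 0.14 and the hexokinase HK2 at 0.38 ± 0.10. Its call was lost without siC 3 (adjusted p = 0.0549), siSTK25 1 (0.0792) or siSTK25 2 (0.0578). miR-24 reported targets were higher with siSTK25 by a narrow margin (NES 1.56, adjusted p = 0.0418; adjusted p = 0.428 with an estimated correlation), with 0 of 46 called by limma over all genes or adjusted over the list alone and 7 higher and 4 lower at an unadjusted p under 0.05. HMOX1 stood at 0.66 ± 0.19 and PCNA at 0.40 ± 0.13, and CDKN2A at -0.35 ± 0.11 and TGFBR1 at -0.37 ± 0.12. The score of siC 3 (0.16) lay among the siSTK25 scores (0.13, 0.17 and 0.21) and away from siC 1 and siC 2 (0.04 each). This call was lost without siC 1 (adjusted p = 0.224), siC 2 (0.138), siSTK25 2 (0.126), siSTK25 3 (0.0925) or miR24 2 (0.0660). Of the 10 lists called in this comparison, fry called 3, p53 targets, extracellular matrix and ribosomal proteins, and camera with an estimated correlation called 0, with 3 of the 21 lists at an unadjusted p under 0.05.

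YAP/TAZ core targets, the genes the series' title points to, were not called with siSTK25 (NES -1.19, adjusted p = 0.374). The study, with published gene sets, reported enrichment of active YAP/TAZ signatures after STK25 depletion in RPE-1 cells. Whether that test used these arrays is not known here. By limma 0 of the 22 members passed over all genes, 2 higher and 3 lower passed at an unadjusted p under 0.05, and 2 higher and 2 lower passed adjusted over the list alone. FJX1 stood at 0.32 ± 0.09 and PTPN14 at 0.29 ± 0.09, and NT5E at -0.36 ± 0.10 and the exchange factor ARHGEF17 at -0.52 ± 0.15. The widely used targets CCN1, CCN2 and ANKRD1 stood at -0.15 ± 0.17, -0.30 ± 0.16 and -0.06 ± 0.11. When the list was reduced to the 7 genes found in no other list, these were lower as a group (NES -1.72, adjusted p = 0.0237; adjusted p = 0.410 with an estimated correlation, a test chosen after seeing the data). The 15 genes left out all stand in the broad YAP/TAZ list, so this reduction does not test for genes shared with other processes. Over the alternatives for the full or the reduced list, the adjusted p ranged from 0.0237 to 0.893. The broad YAP/TAZ list was not called (NES -1.50, adjusted p = 0.0542), with 0 of 54 called by limma, 5 higher and 11 lower at an unadjusted p under 0.05 and 1 higher adjusted over the list alone. ARHGAP29 stood at 0.45 ± 0.09 and SLIT2 at -0.78 ± 0.23. It was called as lower without siC 3 (NES -1.76, adjusted p = 0.00487), siSTK25 1 (-1.72, 0.00826), siSTK25 2 (-1.68, 0.0120) or miR24 1 (-1.54, 0.0415), while without siSTK25 3 its score turned positive without a call (1.10, adjusted p = 0.426). Over all alternatives its adjusted p ranged from 0.00481 to 0.885. Hippo pathway components were not called (NES 0.97, adjusted p = 0.626), nor were any of 40 members by limma (4 higher and 4 lower at an unadjusted p under 0.05), with the adaptor SAV1 at 0.30 ± 0.08 and TEAD3 at -0.71 ± 0.20. Without siSTK25 3 the Hippo list was called as higher (NES 1.56, adjusted p = 0.0440), and with other arrays left out its score fell as low as -0.98 without a call.

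The remaining lists had no call with siSTK25. STRIPAK and STK25 partners had an NES of 1.08 (adjusted p = 0.490), with STRN at -0.34 ± 0.10 and STRIP2 at 0.51 ± 0.15, and Golgi structure 0.71 (0.898). Interferon response had an NES of 1.08 (0.480), with the RNA sensor RIGI at -0.62 ± 0.12. The unfolded protein and integrated stress response list had an NES of -0.97 (0.622), autophagy and lysosome -0.88 (0.750), markers of retinal pigment epithelium 0.78 (0.879) and markers of blood and endothelial cells 0.75 (0.891). Cholesterol synthesis had an NES of 1.54 (adjusted p = 0.0833) and was called as higher without siC 1 (0.0253), siC 2 (0.00744) or siSTK25 3 (0.0169), with an adjusted p of up to 0.608 when another array was left out. By limma 0 members of these 8 lists passed over all genes, with 1, 1, 5, 4, 1, 1, 1 and 4 higher and 1, 0, 2, 2, 3, 1, 1 and 0 lower members in the order given at an unadjusted p under 0.05, and 1 interferon gene and 1 blood and endothelial marker adjusted over the list alone, RIGI and CD68 (0.51 ± 0.10). The sign of the NES differed from that of the median or the mean of the members for Hippo components, Golgi structure, the stress response, autophagy and both marker lists.

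**Figure D3:**
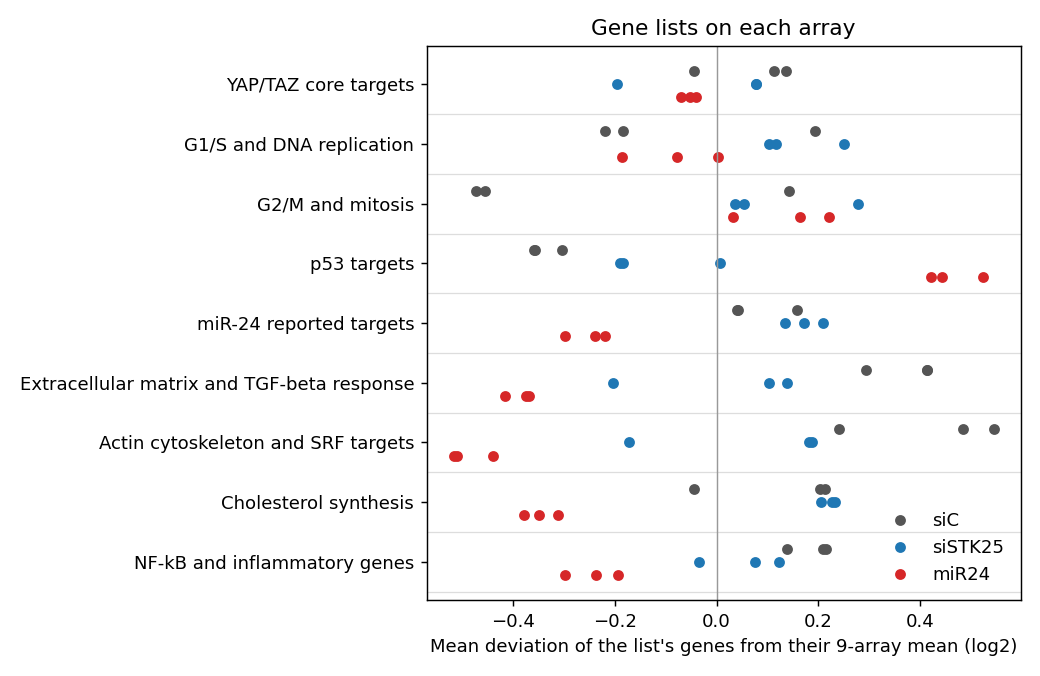
Mean deviation of the members of 9 lists from their 9-array means (log2), with 1 point per array and 3 arrays per group. For G2/M and mitosis, siC 3 (0.14) lies with the siSTK25 arrays and away from siC 1 and siC 2 (-0.46 and -0.47), and for p53 targets the miR24 arrays (0.42 to 0.52) lie above all other arrays.

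The miR-24-3p precursor changed far more genes. ANGPTL4, a secreted inhibitor of lipoprotein lipase, rose 17.6-fold (log2 4.14 ± 0.30, adjusted p = 1.1e-05) and the aggrecanase ADAMTS5 15.3-fold (3.94 ± 0.15). The ceramidase ACER2 (3.64), SERPINB7 (3.38), the tight junction gene OCLN (3.38), CAVIN2, a component of caveolae (3.04), LPXN (3.03), the amino acid transporter SLC6A15 (2.96), the oxidase AOX1 (2.92) and ESM1 (2.77) rose as well. CEMIP, a gene of hyaluronan degradation, fell most, with a log2 change of -4.61 ± 0.57 (24.4-fold, adjusted p = 0.000205), then the transcription cofactor LBH (-4.14 ± 0.33), ACTG2 (-4.07 ± 0.56), DCN (-4.00 ± 0.16) and the matrix gene POSTN (-3.81 ± 0.50). AMTN (-3.45), the actins ACTBL2 (-3.44) and ACTA2 (-3.35), the collagen COL1A1 (-3.35) and GXYLT2 (-3.29) completed the 10 lowest. By limma 6988 of 23786 rows (29.4%) were called, 3791 higher and 3197 lower, with 648 and 903 over 2-fold, and 9432 rows (39.7%, chance 10%) did not overlap between the groups. The count ran from 5940 to 7182 when 1 array was left out.

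**Figure D4:**
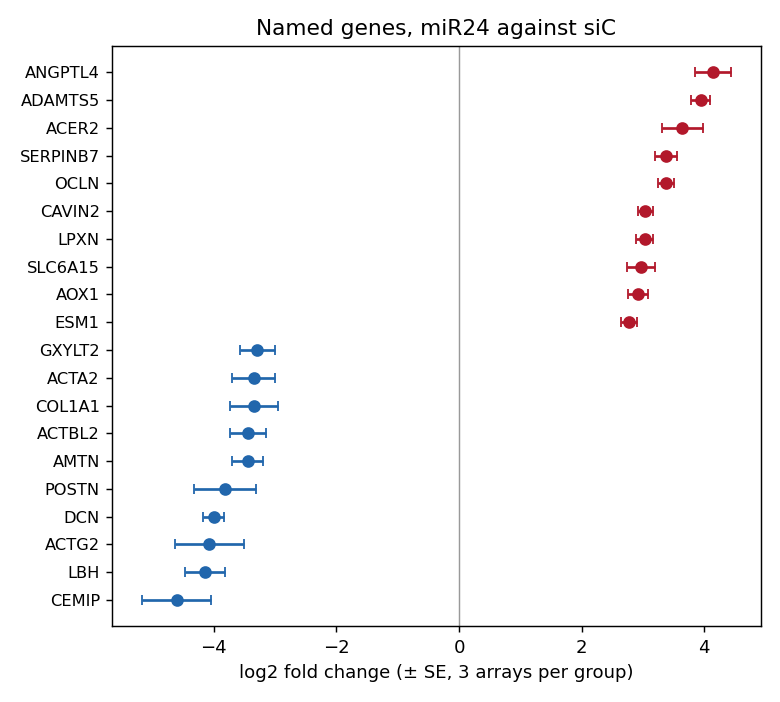
Log2 fold change of miR24 against siC for the 20 genes named by the rule, with standard errors from 3 arrays per group. The 10 genes that rose lay between 2.77 and 4.14, and the 10 that fell lay between -4.61 and -3.29.

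Among contractile and matrix genes, more fell than rose with miR24. Of 37 measured members of the actin cytoskeleton and SRF list, 22 fell, 3 rose and 12 had no call (3 and 23 adjusted over the list alone; NES -2.20, adjusted p = 0.000111). Its adjusted p was 0.428 with an estimated correlation. PDLIM7 fell by 2.72 ± 0.16, ITGA5 by 2.26 ± 0.11, the myosin light chain kinase MYLK by 1.92 ± 0.13 and FHL3 by 1.57 ± 0.10. Of 42 members of the extracellular matrix and TGF-beta response list, 25 fell and 1 rose (27 and 1 adjusted over the list alone; NES -2.22, adjusted p = 0.000111; adjusted p = 0.309 with an estimated correlation). Among them were DCN, the lysyl hydroxylase PLOD2 (-1.92 ± 0.10), TGFBI (-1.57 ± 0.11) and the protease MMP2 (-0.87 ± 0.08). NF-kB and inflammatory genes had 16 of 34 members lower and 4 higher, as many adjusted over the list alone (NES -1.83, adjusted p = 0.00274; adjusted p = 0.309 with an estimated correlation). The chemokine CCL2 fell by 2.72 ± 0.19, TNFAIP3 by 1.68 ± 0.18, LIF by 1.31 ± 0.09 and IL11 by 0.77 ± 0.07. Cholesterol synthesis had 11 of 20 members lower and 2 higher, as many adjusted over the list alone (NES -1.74, adjusted p = 0.0131; adjusted p = 0.428 with an estimated correlation). The regulator SREBF2 fell by 1.66 ± 0.13, INSIG1 by 1.5 ± 0.16, and the enzymes HMGCS1 and SQLE by 0.99 ± 0.11 and 0.99 ± 0.12.

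Genes reported as miR-24 targets fell more often than they rose. Of 46 measured members, 18 fell, 7 rose and 21 had no call (21 lower and 7 higher adjusted over the list alone; NES -1.70, adjusted p = 0.00724). Its adjusted p was 0.312 with an estimated correlation. The convertase FURIN fell by 2.88 ± 0.09 (7.34-fold), the lipoprotein receptor SCARB1 by 1.84 ± 0.12 and FAF1 by 1.01 ± 0.11, while the kinase PRKCE rose by 1.03 ± 0.10. FURIN, SCARB1 and FAF1 did not pass with siSTK25, and in the direct comparison with siSTK25 they were lower with miR24 by -2.61, -1.92 and -1.17.

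p53 targets rose with miR24 in 23 of 32 measured members and fell in 1 (the same counts adjusted over the list alone; NES 2.30, adjusted p = 0.000111; adjusted p = 0.309 with an estimated correlation). CYFIP2 rose by 2.41 ± 0.11, the BH3-only gene PMAIP1 by 2.19 ± 0.10, and the death receptors FAS and TNFRSF10B by 1.70 ± 0.12 and 1.18 ± 0.08. Of 55 G2/M and mitosis genes, 24 rose and 1 fell (26 and 2 adjusted over the list alone; NES 1.99, adjusted p = 0.000111; adjusted p = 0.837 with an estimated correlation). ANLN, which acts in cytokinesis, stood at 1.15 ± 0.14, ECT2 at 1.11 ± 0.11, BUB3 at 0.95 ± 0.08 and BUB1 at 0.92 ± 0.14. siC 3 scored 0.14 for this list, between the miR24 arrays (0.16, 0.22 and 0.03). Of 29 ribosomal protein genes, 9 rose and 0 fell by limma (10 higher adjusted over the list alone; NES 1.64, adjusted p = 0.0262; adjusted p = 0.428 with an estimated correlation). RPS24 stood at 1.39 ± 0.09, RPS15 at 0.34 ± 0.08 and RPL24 at 0.33 ± 0.08. The list's call was lost without miR24 3 (NES 1.54, adjusted p = 0.0556).

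YAP/TAZ core targets went both ways with miR24. Of 22 members, 9 rose, 6 fell and 7 had no call (9 and 7 adjusted over the list alone; NES -1.07, adjusted p = 0.490), and the score took the other sign, 1.12, for the 7 genes found in no other list. The receptor AXL fell by 1.48 ± 0.11, ARHGEF17 by 1.28 ± 0.15 and ANKRD1 by 1.23 ± 0.11, GADD45A rose by 1.39 ± 0.13, and CCN1 (0.19 ± 0.17) and CCN2 (0.00 ± 0.16) had no call. Of 54 members of the broad list, 15 rose and 17 fell (NES -1.26, adjusted p = 0.271), with CAVIN2 among the higher and FSCN1 (-1.78 ± 0.10) and TGM2 (-1.73 ± 0.12) among the lower. Of 40 Hippo components, 12 rose and 7 fell (NES 1.08, adjusted p = 0.477): SAV1 rose by 2.00 ± 0.08, TEAD4 by 1.12 ± 0.10 and the kinase STK26 by 0.88 ± 0.09, and NF2 fell by 1.71 ± 0.09. Of 21 STRIPAK and STK25 partners, 10 rose and 4 fell (NES 1.23, adjusted p = 0.329). STRIP2, CAB39L and CAB39 rose by 1.83 ± 0.15, 1.73 ± 0.16 and 0.99 ± 0.09 and CCM2 fell by 1.75 ± 0.14.

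The other lists were not called with miR24, though many of their genes were. G1/S and DNA replication had 10 of 45 members higher and 7 lower (NES 0.78, adjusted p = 0.898), with CCNE1 at 0.92 ± 0.12 and E2F1 at -0.80 ± 0.13. Interferon response had 11 of 40 higher and 2 lower (NES 1.22, 0.321), with HERC5 at 2.10 ± 0.24 and HERC6 at 1.53 ± 0.13. The stress response list had 11 of 37 higher and 11 lower (NES -0.94, 0.663), with ATF3 at 1.41 ± 0.17 and STC2 at -1.37 ± 0.09, and autophagy and lysosome 12 of 32 in each direction (NES -1.23, 0.324). Hypoxia and glycolysis had 10 of 32 in each direction (NES -1.02, 0.565), with NDRG1 at 1.42 ± 0.09 and PFKL at -1.59 ± 0.11. Homologous recombination had 8 of 26 higher and 4 lower (NES 1.13, 0.441), with RAD51C at 1.48 ± 0.12. Golgi structure had 4 of 26 higher and 11 lower (NES -1.25, 0.321), with GCC2 at 0.98 ± 0.08 and GOSR2 at -0.89 ± 0.09. Among markers of retinal pigment epithelium, 1 of 20 rose, MERTK (1.95 ± 0.14), and 3 fell (NES 0.70, 0.898). Among markers of blood and endothelial cells, 3 of 18 rose, KDR (2.12 ± 0.13), CD14 (0.96 ± 0.12) and TEK (0.57 ± 0.11), and 1 fell, CSF1R (-1.10 ± 0.20; NES 1.29, 0.321). The signs of NES, median and mean were not all alike for G1/S, Hippo components, the stress response, autophagy and the epithelial markers. Of the 8 lists called with miR24 against siC, camera with an estimated correlation called 0 (3 of 21 at an unadjusted p under 0.05), and fry called 11 of the 21 lists.

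Where up to 5 members of a list were called in a direction with miR24, they are named here, and those outside the rule were chosen after their values were seen. FBN2 (1.88) rose among matrix genes, IL1B (1.11), ICAM1 (0.82), SOD2 (0.56) and CXCL2 (0.46) among NF-kB genes, PMVK (0.73) and ACAT2 (0.32) in cholesterol synthesis, and FOS (0.59), CNN3 (0.42) and LIMA1 (0.34) in the actin list. PLK2 (-0.33) fell among p53 targets, CCNB1 (-0.48), which is also a reported miR-24 target, among G2/M genes, and IFI35 (-0.76) and RIGI (-0.48) among interferon genes. FANCG (-0.85), BRIP1 (-0.78), BARD1 (-0.37) and H2AX (-0.37) fell in homologous recombination. CTTNBP2NL (-0.68), GOLGA2 (-0.57) and STRADA (-0.57) fell beside CCM2 among STK25 partners. GOLGA1 (0.94), GOLGA4 (0.37) and COG1 (0.28) rose beside GCC2 in the Golgi list, and RDH11 (-0.73), RDH5 (-0.65) and SLC16A8 (-0.33) fell among epithelial markers. The weakest of these calls moved with single arrays. Of 9 fits with 1 array left out, COG1 lost its call in 9 and CCNB1 in 7 (without siC 1, siC 3, siSTK25 1, siSTK25 2 or any miR24 array). LIMA1 lost it in 6 (siC 1, siC 3, siSTK25 2 or any miR24 array). FOS lost it in 6 (siC 2, siC 3, siSTK25 2, siSTK25 3, miR24 2 or miR24 3) and BARD1 in 6 (siC 3, siSTK25 1, siSTK25 3 or any miR24 array). ACAT2 lost it in 5 (siC 2, siC 3 or any miR24 array) and SLC16A8 in 5 (siC 3, siSTK25 1 or any miR24 array). Their adjusted p then reached at most 0.143, 0.134, 0.104, 0.129, 0.101, 0.0910 and 0.0998.

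Set directly against siSTK25, miR24 changed many genes. ADAMTS5 (4.22 ± 0.15), ANGPTL4 (4.05 ± 0.30), SERPINB7 (3.23 ± 0.18), NNMT (3.20 ± 0.27) and ZNF385D (3.14 ± 0.35) were the highest, and CEMIP (-3.29 ± 0.57), LBH (-3.16 ± 0.33), the small nucleolar RNA SNORD116-24 (-3.0 ± 0.16), the syndecan SDC3 (-2.80 ± 0.20) and AMTN (-2.69 ± 0.25) the lowest. By limma 6372 rows (26.8%) were called, 3307 higher and 3065 lower, and the count ran from 5401 to 6384 when 1 array was left out. p53 targets were higher with miR24 than with siSTK25 in 18 of 32 members and lower in 0 by limma (22 and 0 adjusted over the list alone; NES 2.18, adjusted p = 0.000111; adjusted p = 0.309 with an estimated correlation). PMAIP1 stood at 2.06 ± 0.10 and CYFIP2 at 1.47 ± 0.11. Actin and SRF genes were lower in 15 of 37 and higher in 5 (18 and 5 adjusted over the list alone; NES -2.0, adjusted p = 0.000111; adjusted p = 0.623 with an estimated correlation), and matrix genes lower in 16 of 42 and higher in 3 (19 and 3; NES -1.94, adjusted p = 0.000455; adjusted p = 0.445 with an estimated correlation), with MYLK at -1.81 ± 0.13 and PLOD2 at -1.82 ± 0.10. miR-24 reported targets were lower in 22 of 46 and higher in 3 (24 and 3 adjusted over the list alone; NES -1.93, adjusted p = 0.000505; adjusted p = 0.309 with an estimated correlation). Cholesterol synthesis genes were lower in 10 of 20 and higher in 0 by limma (13 and 1 adjusted over the list alone; NES -1.95, adjusted p = 0.000974; adjusted p = 0.320 with an estimated correlation). DHCR7 stood at -1.51 ± 0.15. G1/S and DNA replication genes were lower in 14 of 45 and higher in 2 (18 and 2 adjusted over the list alone; NES -1.69, adjusted p = 0.00869; adjusted p = 0.837 with an estimated correlation). CDC45 stood at -1.13 ± 0.15 and CCNE1 at 0.86 ± 0.12, and this list's call was lost without siSTK25 3 (NES -1.45, adjusted p = 0.0803). NF-kB genes were not called (NES -1.50, adjusted p = 0.0720), but were without siSTK25 1 (0.0413), siSTK25 3 (0.0105) or miR24 1 (0.0254), with an adjusted p of up to 0.148 when another array was left out. YAP/TAZ core targets were not called (NES -0.99, adjusted p = 0.611), and for them, Hippo components, the stress response, homologous recombination, autophagy and epithelial markers the signs of NES, median and mean were not all alike.

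Several genes changed in the same direction with both treatments. DCN, BGN, PODNL1, CMKLR1 and HSPB7 fell with siSTK25 and fell with miR24 by -4.00, -1.93, -1.86, -1.65 and -1.80, and CYFIP2 and ZNF185 rose with siSTK25 and with miR24 (2.41 and 2.06). Of the 17 rows lower with siSTK25, 15 were lower with miR24, where 2.28 would overlap if the lists were independent, and of the 6 higher rows 2 were higher with miR24 (0.956). PODXL2, chosen after its values were seen, rose with siSTK25 and fell with miR24 (-0.73, adjusted p = 0.000127). Across 23786 rows, which are not independent replicates, the 2 sets of fold changes correlated with r = 0.37 and rho = 0.36. Simulated unchanged groups with simulated shared controls gave 0.50 and 0.47. Shared controls and equal spread largely fix these simulated values whatever the data, so no conclusion is drawn from the observed values being lower. The covariance was 0.0385, against 0.0101 in the simulation, a difference of 0.0284. The simulated spread was pooled over all groups, so the part due to the siC arrays may differ. The siC arrays were too few to be split with 2 on each side, so part of the overlap may come from the shared controls. r was 0.36 without siC 1, 0.37 without siC 2 and 0.46 without siC 3.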

Values the study reported

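The study's methods state that total RNA was taken from RPE-1 cells 72 h after transfection for the arrays. Its enrichment test of STK25-depleted RPE-1 cells used published sets of active YAP/TAZ genes and reported them as highly significantly enriched. The YAP/TAZ lists tested here may differ from those sets. The study's data statement also names another deposit of microarray data, and which arrays its test used is not stated. For both reasons the results are not a like comparison. In other cells, the study also reported higher YAP-target expression by qPCR and more signal from a YAP/TAZ-responsive reporter after STK25 depletion.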

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

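The fit without siC 3 and siSTK25 3 together and the test of the 7 YAP/TAZ genes with an estimated correlation were chosen after the data were seen. The count of 23 rows changed by limma with siSTK25 depended on the processing. It was 1 with only the 6 arrays compared, 8 with the replicate number as a replicate block (7 of the 23 kept), 46 with the low expression filter, 118 with a trended robust prior and 75 with array weights (all 23 kept in each of these 3), 2 with the unpaired t-test (0 of the 23 kept, 2088 rows at an unadjusted p under 0.05) and 0 to 65 with 1 array left out. The cause was not tested. Deviations of samples with the same replicate number correlated between groups with r from -0.05 to 0.20, and over 0.1 in 1 of 9 pairs. Between siC and siSTK25, r was 0.098, 0.060 and 0.204 for numbers 1, 2 and 3, so a pairing of these groups is not decided.

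STK25 itself stood between -1.41 and -1.40 in the fits to all siC and siSTK25 arrays, and between -1.56 and -1.27 with 1 array left out, but was not called with only the 6 arrays (-1.40, adjusted p = 0.140) or by the unpaired t-test (-1.40, adjusted p = 0.344), within a range of 0.00794 to 0.344. The 6-array fit and the t-test left the log2 change as it was. Only the error, its degrees of freedom and the adjustment over rows differed. The counts for miR24 stayed within 1.5 times of 6988 and 6372 throughout.

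YAP/TAZ core targets, uncalled in both treatments, had an NES of -1.72 with siSTK25 (adjusted p = 0.0237, range 0.0237 to 0.893) and of 1.12 with miR24 (adjusted p = 0.470, range 0.331 to 0.993) when reduced to 7 genes, with ranges over the full and reduced lists. With an estimated correlation the 7 genes had an adjusted p of 0.410 and 0.774, the latter again in the other direction than the full list's NES. The cause was not tested. Of 24 list calls, limma's camera with an estimated correlation made 0 (9 of 63 tests at an unadjusted p under 0.05, and 25 calls by fry, 15 of them shared), and the cause was not tested. The correlation of the 2 responses was between 0.36 and 0.46 with 1 siC array left out, highest without siC 3. Of 296 calls among 386 named gene values, 240 were kept by the unpaired t-test, 258 to 283 with 1 array left out and 264 to 296 under the other settings fixed beforehand. None was reversed. Genes near background have compressed fold changes. The seed-match test and its alternatives were not run.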

Other observations

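The gene families, the tests of short structured RNAs, of the position of siC 3 and siSTK25 3 and of the cell cycle lists were chosen after the data were seen, while the tests of snoRNA host genes and length and of other splits were written before their results. Families were collected by symbol, so some hold genes that are not subunits, such as PSMC3IP under the proteasome and NDUFAF4 under complex I. The smallest adjusted p of their preranked tests, 8.36e-05, is likewise a floor set by the number of permutations. Of 66 protocadherin genes, cell adhesion molecules of the cadherin superfamily, 21 were lower with miR24 and 1 higher (NES -2.13, adjusted p = 8.36e-05; adjusted p = 0.187 with an estimated correlation), with PCDH10 at -2.75 ± 0.16, PCDH7 at -1.52 ± 0.10 and PCDHGB5 at -1.30 ± 0.08. Of 17 tubulin genes, 8 were lower and 1 higher (NES -1.50, adjusted p = 0.0847), with TUBA1A at -0.97 ± 0.16. Of 491 genes with zinc finger symbols, 109 were higher and 35 lower (NES 1.47, adjusted p = 0.000270; adjusted p = 0.207 with an estimated correlation), ZNF268 at 1.12 ± 0.11 and ZNF362 at -1.31 ± 0.10 among them. Of 76 mitochondrial ribosomal protein genes, 26 were higher and 6 lower (NES 1.66, adjusted p = 0.00469; adjusted p = 0.761 with an estimated correlation), with MRPL52 at 1.49 ± 0.17 and MRPS9 at 0.95 ± 0.09. The medians of these families kept their sign under median centring and quantile normalization.

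With siSTK25, several families lay higher by small amounts. The NES was 2.84 for mitochondrial ribosomal proteins (median log2 change 0.17), 2.56 for complex I (0.15) and 2.41 for proteasome genes (0.18), each with an adjusted p of 8.36e-05, and 2.09 for RNA polymerase subunits (0.13, adjusted p = 0.000390). With an estimated correlation the adjusted p was 0.355, 0.327, 0.355 and 0.327, and limma called 0 members of these 4 families over all genes. Zinc finger genes were also higher (NES 1.34, adjusted p = 0.00823; adjusted p = 0.370 with an estimated correlation). Protocadherins, tubulins, ubiquitin-specific proteases, RAB genes and small nucleolar RNAs were not called with siSTK25.

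Small nucleolar RNAs (snoRNAs), which guide modification of ribosomal RNA and lie mostly in introns of host genes, were lower with miR24 in 112 of 315 rows and higher in 9 (NES -2.53, adjusted p = 8.36e-05; adjusted p = 0.227 with an estimated correlation). SNORD116-24 stood at -2.80 ± 0.16, SNORA68 at -2.26 ± 0.15 and SNORD10 at -2.19 ± 0.11, with a median of -0.17 over all 315. Among the 157 snoRNAs above the median level in the siC arrays, a choice made on those arrays, the array median was 6.01, 5.95 and 6.02 on the miR24 arrays against 6.44 to 7.03 on the other arrays. A host was taken as the smallest measured protein-coding or long noncoding gene spanning the snoRNA. Strand was not checked, so some may not be true hosts. With hosts so assigned, a lower level of host RNA is argued against for the 76 lower snoRNAs with a measured host. Their 55 hosts had a median log2 change of 0.193 (bootstrap 95% interval 0.109 to 0.314), 23 higher and 8 lower. The level of a host RNA also depends on its decay, so these values cannot decide whether host transcription fell. The other 36, the 3 named here among them, had no measured host, and for them the host level stays open as well. Length gave no decision (Spearman rho -0.0472, interval -0.198 to 0.103, across these 157 genes, which are not independent replicates). Other short structured RNAs were also lower (median -0.433, interval -1.16 to -0.0844, 17 genes, 9 lower), among them RMRP at -1.37 ± 0.09 and RNU4ATAC at -2.14 ± 0.19, so a lower level or recovery of short structured RNAs in the miR24 samples may account for part of the pattern, and an effect of the microRNA stays open.

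siC 3 and siSTK25 3 stood apart from their groups towards lower contractile and matrix genes and higher cell cycle genes. Their actin scores were 0.24 and -0.17, against 0.48 to 0.54 and 0.18 to 0.19 in the other arrays of their groups. Their G2/M scores were 0.14 and 0.28, against -0.47 to -0.46 and 0.04 to 0.05. For siC 3 the shift in G2/M was larger than that in actin. RNA of the miR24 samples mixed into siC 3 and siSTK25 3 is argued against as the whole account. For siC 3, 36 genes that rose with miR24 gave a share of 3.77% (interval 2.10 to 6.84), where 50 genes that fell gave 19.3% (15.2 to 26.9). For siSTK25 3 the shares were 0.216% (-2.40 to 3.10) and 22.3% (5.21 to 37.2), a wider interval. RMA draws dim signals together, which may lower the share from genes that rose. The genes that fell were not chosen apart from the matrix genes named above. A small share of mixed RNA is therefore not ruled out. An exchange of these arrays is argued against by STK25 itself, at 8.26 in siC 3 and between 6.98 and 7.36 in the siSTK25 arrays. Handling shared by all samples numbered 3 was examined through correlations of their deviations. For miR24 3 these were -0.0530 with siC 3 and 0.00949 with siSTK25 3. These values rest on 1 miR24 array and cannot decide about handling shared by siC 3 and siSTK25 3, which deviated together (r = 0.204). What set these arrays apart stays open, and no biological explanation was tested.

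Cell cycle lists lay higher with siSTK25, while siC 3 scored 0.14 for G2/M and mitosis and the siSTK25 arrays 0.04, 0.05 and 0.28. The NES for G2/M and mitosis was 3.30 without siC 3 and siSTK25 3, but the scores already showed that leaving out both widens the difference between the groups, so this fit decides nothing about their part in the pattern. Joint variation of cell cycle genes between samples may account for it: their estimated correlation was 0.846, and limma's camera with that correlation gave an unadjusted p of 0.151. An effect of siSTK25 on the cell cycle stays open.

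Other splits of the arrays into groups of 3 are too few, at 10 per comparison, for a share under 0.05. Each other split also mixed treated and control arrays within both groups. A treatment effect then counted as spread, so low counts were bound to follow and no conclusion is drawn from them. With siSTK25 against siC the real split gave 23 rows and the highest of the other splits 0 by limma (684 to 2056 at an unadjusted p under 0.05), and 1 of 10 splits gave as many. With miR24 the real splits gave 6988 rows against siC and 6372 against siSTK25, the highest others 0 each by limma (504 to 1019 and 535 to 950 at an unadjusted p under 0.05), and again 1 of 10 gave as many.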
